A study of Mus musculus with 240 samples.

How the data were processed

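RNA was sequenced from tdTomato-positive OPCs collected by laser-capture microdissection. Bulk libraries came from 10 µm sections of Trp53 and Nf1 mutant (CKO) and WT mice at 12, 90 and 150 days after tamoxifen (dpi), the CKO samples at 150 dpi being tumours. Per the labels, bulk RNA was amplified linearly with T7 polymerase and the cDNA sheared. Small libraries came from 8 µm sections of CKO mice at 12 and 90 dpi. Per the labels, their cDNA was amplified by PCR, made into Nextera XT libraries and given ERCC spike-ins. The deposited values are RSEM expected counts per gene, which the authors neither scaled nor pooled over replicates. The labels state no aligner, software version or genome build. The table holds 34623 genes (22003 protein-coding and 12099 pseudogenes) and 92 spike-ins. Of the genes, 34331 are in GENCODE M21 and 93.3% of those have identical GRCm38 coordinates, which are the coordinates given here. Reads and genotypes of single animals were not analysed here.

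Samples were grouped by the labels. The 48 bulk libraries belong to 37 animals in 6 groups of 5 to 7 animals, named by genotype and number as in the labels (CKO_20647). The 11 animals with 2 libraries had these summed. The 112 10-cell and 80 pool-and-split libraries form sets by time, sex and the number ending the label, 4 per time, with 14 10-cell and 10 pool-and-split libraries each. The labels do not say what that number is, so a set rather than a library was the replicate for changes of expression and of set medians over time. In the tests of spread gene by gene, over time as well, the library was the unit. Library totals are given in the text. Intervals, floors and SEs cover counting error and spread between the animals or libraries at hand, and the bounds computed from 0 counts cover counting error only. In the bulk fit the common biological coefficient of variation was 0.418. In the 10-cell sets it was 0.955 and in the pool-and-split sets 1.08.

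Groups, comparisons, tests, gene lists, named genes and 33 alternatives were fixed before the data were examined. Another 2 alternatives were added after seeing the data: a robust estimate of the spread, and the proliferation list in the WT time and genotype by time contrasts. Counts of the robust fit had been seen before the fit used here, which is the one written down beforehand. Expected counts were rounded. In edgeR 4.0.16 (R 4.3.3) genes passing filterByExpr (minimum count 10, minimum total 15) were scaled by TMM and tested by quasi-likelihood F test with sex as a covariate, all 37 bulk animals in 1 fit. There were 8 contrasts: CKO against WT at 12 and 90 dpi, tumour against WT at 150 dpi, CKO 90 against 12 dpi, tumour against CKO at 90 dpi, WT 90 against 12 dpi, and the change of the genotype effect from 12 to 90 and from 90 to 150 dpi. The same test compared the sets of 10-cell and of pool-and-split libraries between 90 and 12 dpi. Calls are at a Benjamini-Hochberg adjusted p under 0.05 over all genes of a contrast. CPM are counts per 1000000 of the TMM-scaled totals, and log2 CPM has a prior count of 2. Nf1 and Trp53 were also compared on log2 CPM with exact permutation tests over all 792 assignments of 7 and 5 animals.

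For heterogeneity, log2(CPM + 1) of each small library, scaled by its total, was centred on the median of its set and kind, and the absolute deviations, scaled for set size, were compared between kinds with limma 3.58.1 (moderated, Levene-type, with sex as a covariate). Genes had to be detected in 50% of the libraries. The median over genes of the log2 SD ratio per set was compared between times by an exact permutation test. Genes detected (count above 0) were compared by permuting libraries within sets (100000 resamples, two-sided).

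The 11 lists, with no gene shared between them, were proliferation (20 genes), p53 targets (19), MAPK output (14), replication stress (21), interferon (16) and markers of OPCs (16), oligodendrocytes (13), astrocytes (12), neurons (12), microglia (14) and endothelial cells (10). They were tested with camera (correlation 0.01) and fry in 5 bulk contrasts and the 10-cell contrast, adjusted over all 66 tests. List calls adjusted over the list alone are given beside those over all genes. Spread of a list was ranked among 10000 random lists matched on mean expression. Named genes are Nf1, Trp53, the sex genes, and per contrast the 4 largest rises and 4 largest falls among called genes with mean expression above the median of tested genes and no overlap between groups (without that last condition for changes of the genotype effect). For heterogeneity they are the 6 largest differences among called genes with a larger SD in 10-cell libraries in every set, and over time the 3 largest per direction. Of each list the 2 largest rises and 2 largest falls may be named.

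Alternatives were DESeq2 1.42.0, RLE size factors, no filter, a mean of at least 10 CPM, no sex covariate, the deepest library of each animal, the compared groups alone, each library or block of sex and number for the sets, pseudocounts of 0.1 and 5, detection in 0.9 or 0.1 of libraries, deviations from the mean, genes detected as a covariate, thinning to 2.5 M counts (7 shallower libraries left out), TMM for the spread, the median absolute deviation, detection at a count of at least 5, fry, an estimated correlation for camera, and leaving out each animal or set. For each result of a fit across genes, up to 100 splits of the samples into groups of the same sizes were refitted. For changes over time in the small libraries, the 1 of 35 splits that sets females against males was fitted without sex, which it does not separate from the groups. Genes with copies were found with BLAST+ 2.17.0 (megablast) on the longest transcripts, at 95% identity over at least 50% of the shorter one. Data were read with the R package data.table (version 1.17.8), and figures drawn with Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

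The steps were tested on simulated data with known changes. For a log2 change of 2 in bulk animals, 92.9% of 198 changed genes were recovered in the 12 dpi groups (16046 genes, 6 false calls) and 95.4% of 195 in the tumour comparison (16018 genes, 11 false calls). In the 10-cell sets 0% of 198 were recovered at a log2 change of 2, 9.79% of 194 at 4 and 92.1% of 191 at 6. The heterogeneity test recovered 28% of 200 genes whose deviations from the set median were multiplied by 2 (7926 genes, 1 false call). In bulk animals camera recovered 1 of 1 list in which 15 genes were shifted by 1. The bulk and 10-cell counts were simulated independently for each gene, with the same spread for all genes. They therefore do not test correlation within lists or genes of wider spread. A result for 1 gene called for spread at 12 dpi is not reported here.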

Results

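The 240 libraries follow tdTomato-positive oligodendrocyte precursor cells (OPCs) of mice after deletion of Trp53 and Nf1 (CKO) or without it (WT). They comprise 48 bulk libraries from 37 mice and 192 libraries of 10 cells each. Of the small libraries, all from CKO mice, 112 hold 10 cells captured as such (10-cell) and 80 are aliquots of a pool of captured cells (pool-and-split). Total counts per bulk library ran from 0.0937 to 23.2 M (M, 1000000 counts; median 10.0 M), those of 10-cell libraries from 1.64 to 6.49 M (median 4.24 M) and those of pool-and-split libraries from 1.91 to 5.16 M (median 3.80 M). A median of 18254 genes had a count above 0 in a bulk library, against 9290.5 in a 10-cell and 8690.5 in a pool-and-split library. By group, median bulk depth was 13.7 M in CKO and 3.47 M in WT libraries at 12 days post induction (dpi), 9.87 and 12.9 M at 90 dpi, and 10.3 M in tumours and 4.19 M in WT at 150 dpi. The shallowest library, from animal WT_21167 at 90 dpi, held 93645 counts in the analysed genes.

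The first comparison asked whether the targeted genes were lower in CKO cells. Nf1 (ENSMUSG00000020716, chromosome 11, 79339693 to 79581612) had 191 ± 16.1 counts per 1000000 (CPM) in CKO (SD, n = 7) against 312 ± 41.2 in WT animals (SD, n = 5) at 12 dpi. At 90 dpi it had 196 ± 49.5 (SD, n = 7) against 299.6 ± 27.0 CPM (SD, n = 5), and at 150 dpi 214 ± 41.1 CPM in tumours (SD, n = 7) against 301 ± 42.4 in WT (SD, n = 6). Every CKO animal lay below every WT animal at 12 dpi. At 90 dpi every CKO animal but CKO_20647, with 302 CPM, did. The edgeR log2 change was -0.67 (SE 0.14, adjusted p 0.0918) at 12 dpi, -0.62 (SE 0.14, adjusted p 0.145) at 90 dpi and -0.47 (SE 0.13, adjusted p 0.0035) in tumours, so that only the last passed the threshold. A two-sided exact permutation test of Nf1 alone on log2 CPM gave differences of -0.70 (p 0.00126) and -0.64 (p 0.0101) at 12 and 90 dpi. The choice that moved the Nf1 result most was the count test at 12 dpi and the use of only the deepest library per animal at 90 dpi: adjusted p was 0.0043 under DESeq2 at 12 dpi (0.0043 to 0.222 over the alternatives) and 0.0033 with the deepest library at 90 dpi (0.0033 to 0.350). The call in tumours was lost under RLE size factors (adjusted p 0.0532) and in a fit of the compared groups alone (0.0924; range over the alternatives 0.0022 to 0.0924). Leaving out animal CKO_20647 (90 dpi) or Tumor_16839 brought Nf1 past the threshold at both 12 and 90 dpi.

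Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873) was at 31.4 ± 3.70 CPM in CKO (SD, n = 7) and 32.3 ± 8.78 in WT animals (SD, n = 5) at 12 dpi, and at 27.2 ± 7.21 (SD, n = 7) and 23.5 ± 7.99 CPM (SD, n = 5) at 90 dpi. Neither difference exceeded the spread between animals (log2 change -0.06 and 0.07, exact permutation p 0.976 and 0.460 on log2 CPM). In tumours it was higher than in WT, at 44.3 ± 18.0 (SD, n = 7) against 26.0 ± 8.24 CPM (SD, n = 6), a log2 change of 0.74 (SE 0.24, adjusted p 0.0097). In a fit of the compared groups alone this was 0.73 with an adjusted p of 0.0572 (0.0005 to 0.0572 over the alternatives). Against CKO cells at 90 dpi, Trp53 was also higher in tumours (0.70, SE 0.22, adjusted p 0.0089), and Nf1 did not differ (0.11, SE 0.13, adjusted p 0.482). The difference between Nf1 and Trp53 was lower in CKO than in WT animals at both times (log2 -0.70, exact permutation p 0.0051, and -0.91, p 0.0038). At 90 dpi this was -0.61 (p 0.0182) without WT_21167, which had a Trp53 count of 1. Neither gene was called over time or between genotypes over time (log2 changes 0.02 and -0.20 in CKO, -0.02 and -0.33 in WT, 0.04 and 0.13 for genotype by time from 12 to 90 dpi, and 0.15 and 0.68 from 90 to 150 dpi, for Nf1 and Trp53 in that order). For Trp53 from 90 to 150 dpi the adjusted p of 0.140 fell to 0.0472 under DESeq2 (0.0472 to 0.294 over the alternatives) and to 0.0432 without tumour animal Tumor_21256.

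**Figure D1:**
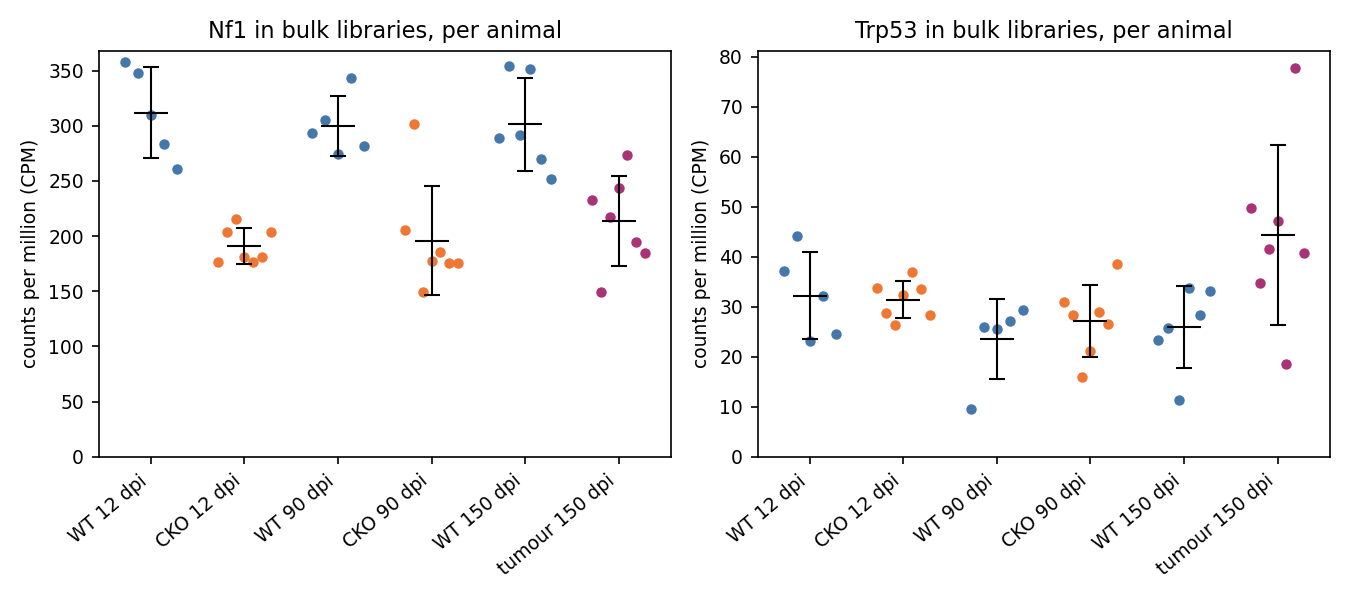
Counts per 1000000 (CPM, y axis) of Nf1 (left) and Trp53 (right) in each bulk animal (points) of the 6 groups (x axis), with the group mean and SD (bars). Nf1 averaged 191 CPM in CKO and 312 CPM in WT animals at 12 dpi, and 1 CKO animal at 90 dpi lay at 302 CPM.

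Y-linked genes followed the sex labels of the bulk animals: Ddx3y ran from 34.9 to 236 CPM in the 19 males and from 0 to 0.608 CPM in the 18 females, and Eif2s3y from 30.0 to 230 (229.6 at most) and from 0 to 1.16 CPM. Kdm5d (43.5 to 139 against 0 to 17.9 CPM) and Uty (24.2 to 161 against 0 to 4.797 CPM) did not overlap between the sexes either. Among the small libraries, 5 of 96 male libraries were at or under the highest female library for the sum of Ddx3y and Eif2s3y (0.756 CPM). Xist was not used here. The 11 pairs of libraries from 1 animal correlated across genes at 0.782 to 0.981 (median 0.958), against a median of 0.910 between animals of a group, and 0 pairs of libraries held identical values. The first principal component (28.4% of the variance) placed all 7 tumours between -152 and -87.1 and the other animals at or above 5.09. The second (18.4%) placed animal WT_21167 at 292, with every other animal at or under 62.3.

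**Figure D2:**
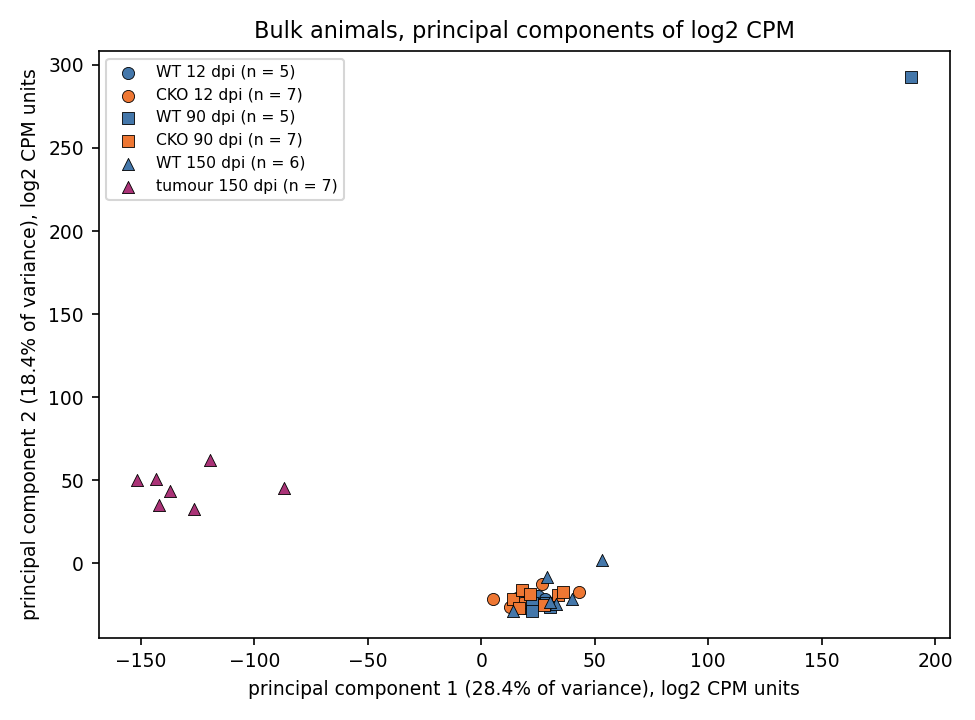
Principal components 1 (x axis, 28.4% of the variance) and 2 (y axis, 18.4%) of log2 CPM, in log2 CPM units, for the 37 bulk animals, coloured by genotype and tumour and with symbols by time point. The 7 tumours lie at or under -87.1 on component 1, and the point at 292 on component 2 is animal WT_21167 with 93645 counts.

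The next comparisons asked which genes differ between CKO and WT cells before a tumour is seen. Of 16349 genes tested with edgeR, 3 passed an adjusted p of 0.05 at 12 dpi (1 higher and 2 lower in CKO, 793 genes at unadjusted p under 0.05) and 8 at 90 dpi (4 higher and 4 lower, 850 unadjusted). The alternative that moved the count most at 12 dpi was a fit of the compared groups alone, which gave 92 genes (19 higher and 73 lower, with the 3 among them) and 8 at 90 dpi. At 90 dpi it was DESeq2, which gave 18, and 13 at 12 dpi. At 12 dpi all 3 called genes, and at 90 dpi 5 of 8, did not overlap between the groups, but the calls select for such separation. Among all tested genes 1.33% at 12 dpi and 0.758% at 90 dpi did not overlap, where chance gives 0.253%. Genes of the same animals are not independent, so these shares are no test. At 12 dpi Tuba1c (ENSMUSG00000043091, chromosome 15, 99029891 to 99038105) was lower in CKO, at 1.499 ± 0.797 CPM (SD, n = 7) against 19.0 ± 2.84 (SD, n = 5; log2 change -3.61, SE 0.62, adjusted p 0.0098). At 90 dpi Eno1b (ENSMUSG00000059040, chromosome 18, 48045335 to 48048378) was at 64.7 ± 42.4 CPM in CKO (SD, n = 7) and at 0 in all 5 WT animals. Against a floor of 3 counts over the WT group (0.0470 CPM) that is at least 1377-fold higher. Its edgeR adjusted p was 6.2e-04, and the fitted log2 change of 12.81 is no bound. Gm4735 (ENSMUSG00000064193, a processed pseudogene, chromosome 2, 80837141 to 80838442) was at 24.2 ± 13.1 (SD, n = 7) against 0.0207 ± 0.0463 CPM (SD, n = 5; log2 change 9.22, SE 1.55, adjusted p 0.0027). Atp13a5 (ENSMUSG00000048939, chromosome 16, 29231851 to 29378732) was lower, at 13.0 ± 3.50 (SD, n = 7) against 39.1 ± 12.9 CPM (SD, n = 5; log2 change -1.50, SE 0.28, adjusted p 0.0159).

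The other called genes fell outside the rule for naming genes and are named here after their values were seen. Gm9008 (ENSMUSG00000072476, chromosome 6, 76495432 to 76497784) was higher in CKO at both times (log2 change 2.74, adjusted p 0.0128, and 4.13, adjusted p 7.0e-05). Gm8822 (ENSMUSG00000082319, a processed pseudogene, chromosome X, 81820384 to 81822730) was lower at both (-6.79, adjusted p 0.0061, and -6.63, adjusted p 0.0010), as was Tuba1c (-3.96 at 90 dpi, adjusted p 0.0010). At 90 dpi alone, Irx2 (ENSMUSG00000001504, chromosome 13, 72628820 to 72634198) was at 0.522 ± 0.449 CPM (SD, n = 7) against 0 in all 5 WT animals, at least 11.1-fold higher (adjusted p 0.0184). Gm5436 (ENSMUSG00000042962, a processed pseudogene, chromosome 12, 84258331 to 84258973) was lower (-6.22, adjusted p 0.0427). Whether the effect of these genes differed between the times is tested by the genotype by time contrast, which called 0 of them. Tuba1c, Gm9008, Gm8822, Eno1b and Gm4735 each have a near-identical copy among the analysed genes (at least 95% identity over at least 50% of the shorter transcript). The call of Gm9008 at 12 dpi was lost with no filter on low counts (adjusted p 0.0832; 0.0031 to 0.0832 over the alternatives), as was that of Gm5436 (0.0859; 0.0426 to 0.0859). That of Irx2 was lost with only the deepest library per animal (0.0804; 0.0152 to 0.0804) and without the sex covariate (0.0596). Calls decided by 1 animal are given with the leave-one-out fits.

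Tumours were compared with WT cells of the same age and with CKO cells at 90 dpi. Every tumour had 2 libraries (14 from 7 animals) and no WT animal did (6 from 6 at 150 dpi). In CKO at 90 dpi 10 libraries came from 7 animals. Any difference in preparation that goes with having 2 libraries is not separated from tumour against WT. Against WT at 150 dpi, 7556 of 16349 genes passed (3974 higher and 3582 lower, 8489 unadjusted), and against CKO at 90 dpi 8023 (4320 higher and 3703 lower, 8931 unadjusted). Of these, 2559 and 2814 did not overlap between the groups. Among all tested genes 15.7% and 17.2% did not overlap, where chance gives 0.117% and 0.0583%. Under RLE size factors the share of higher genes rose from 52.6% to 62.1% of those called against WT and from 53.8% to 63.5% against CKO, with a shift of the median gene by 0.15 and 0.17 on the log2 scale. The 4 largest rises against WT were Nxf3 (ENSMUSG00000057000, chromosome X, 136072099 to 136085255; log2 change 8.51, SE 0.88, adjusted p 5.0e-10), Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695; 8.24, SE 1.00, adjusted p 1.6e-08), Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812646; 6.88, SE 1.18, adjusted p 9.0e-06; 5.25 to 10.92 without single animals) and Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361; 6.60, SE 0.66, adjusted p 2.4e-10). Nxf3 was at 131 ± 102 CPM in tumours (SD, n = 7) and 0.303 ± 0.469 in WT (SD, n = 6), and Mki67 at 440.2 ± 266 (SD, n = 7) and 4.87 ± 4.31 (SD, n = 6). The 4 largest falls were Trdn (ENSMUSG00000019787, chromosome 10, 33080554 to 33476709; -7.04, adjusted p 8.2e-16), Kcnh3 (ENSMUSG00000037579, chromosome 15, 99224976 to 99242817; -6.68, adjusted p 3.6e-18), Ankrd63 (ENSMUSG00000078137, chromosome 2, 118699103 to 118703963; -6.55, adjusted p 7.8e-20) and Epha6 (ENSMUSG00000055540, chromosome 16, 59653483 to 60605531; -6.52, adjusted p 1.7e-22). Epha6 was at 1.11 ± 0.418 CPM in tumours (SD, n = 7) and 101 ± 17.2 in WT (SD, n = 6).

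Against CKO cells at 90 dpi the 4 largest rises were Col2a1 (7.10), Nxf3 (7.07), Tuba1c (5.59) and Col11a1 (ENSMUSG00000027966, chromosome 3, 114030540 to 114220718; 5.12), with adjusted p between 1.1e-10 (Nxf3) and 2.5e-08 (Col11a1). The 4 largest falls were Kcnh3 (-6.73), Trdn (-6.57), Npas4 (ENSMUSG00000045903, chromosome 19, 4984355 to 4989971; -6.26) and Penk (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819; -6.23), with adjusted p between 1.9e-18 (Kcnh3) and 2.1e-10 (Npas4). Penk was at 4.28 ± 3.02 CPM in tumours (SD, n = 7) and 322 ± 70.4 in CKO at 90 dpi (SD, n = 7). In each animal of the lower group these genes lay below every animal of the higher group. They kept direction and call under every alternative that tested them and without any single animal. The size of the rise of Col11a1 ran from 3.91 to 5.37 without single animals, with tumours at 806 ± 1182 CPM (SD, n = 7). Of the 35 genes named here, 8 have a near-identical copy: Mki67, Tomm5, Rps2-ps13 and the 5 above.

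Change over time before a tumour is seen was tested in CKO and in WT cells. With edgeR, 0 genes passed between CKO cells at 90 and 12 dpi (696 unadjusted), against 2 with DESeq2. In WT cells 1 gene passed (795 unadjusted, 9 with DESeq2). The fit of the compared groups alone moved this count most, to 295 (80 higher and 215 lower), without the called gene among them. This gene, Eno1b, outside the rule and named after its value was seen, was at 0 in all 5 animals at 90 dpi and at 19.4 ± 42.7 CPM at 12 dpi (SD, n = 5), at least 412-fold lower (adjusted p 0.0424). At 12 dpi 3 of 5 WT animals were at 0 as well, and WT_22056 held 95.8 CPM. The effect of genotype did not differ between 12 and 90 dpi for any gene by edgeR (0 called, 589 unadjusted, 6 with DESeq2). Between 90 and 150 dpi it differed for 4904 genes (2314 up and 2590 down, 6462 unadjusted; 47.2% up against 57.3% with RLE and 58.6% with DESeq2). The largest positive differences were Col2a1 (7.48), Tuba1c (7.25), Nxf3 (7.16) and Fmod (7.06, ENSMUSG00000041559, chromosome 1, 134037254 to 134048277), with adjusted p between 3.3e-08 (Tuba1c) and 0.0049 (Fmod). The place of Fmod rests on few animals: its difference ran from 4.16 to 8.31 without single animals, and Tumor_16713 held 1474 CPM where the other tumours held 0.671 to 54.2. The largest negative ones were Eno1b (-12.94), Gm4735 (-9.30), Trdn (-7.17) and Rps2-ps13 (-7.17, ENSMUSG00000081684, chromosome X, 52898588 to 52899469), with adjusted p between 2.6e-12 (Trdn) and 0.0128 (Rps2-ps13). Eno1b had 0 counts in all WT animals at 90 dpi, so its fitted value is no bound.

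Lists of 11 processes and cell types addressed whether proliferation, p53 and MAPK activity, replication stress, interferon response and cell type markers change. Of 66 tests, camera called 32, of which 16 held under fry and 2 with the correlation between genes estimated (neuron markers in both tumour comparisons, adjusted p 0.0171 each). At 12 dpi the proliferation list was higher in CKO (median log2 change 1.04, 19 of 20 genes higher, camera adjusted p 6.3e-10), with 0 members called over all genes and 2 adjusted over the list alone. At 90 dpi it was also higher (0.71, 18 of 20 genes, adjusted p 9.3e-05, 0 members over all genes and 3 adjusted over the list alone). In CKO cells it fell from 12 to 90 dpi (-0.71, 19 of 20 genes lower, adjusted p 9.8e-14, 0 and 0 members). None of these 3 held under fry (adjusted p 0.0750, 0.271 and 0.0544). The list means of single animals at 12 dpi just did not overlap, at 2.46 log2 CPM or more in CKO and 2.45 or less in WT. At 90 dpi they overlapped (0.550 to 2.59 in CKO and 0.252 to 1.98 in WT). At 12 dpi the endothelial (-0.44, adjusted p 0.0018) and microglia lists (-0.20, 0.0166) were lower. Not called were MAPK output (0.21), interferon (-0.27), replication stress (0.05, with 1 member adjusted over the list alone), oligodendrocyte (-0.12), p53 targets (0.06), astrocyte (0.04), neuron (0.04) and OPC (0.03). At 90 dpi MAPK output (0.49, 13 of 14 genes higher, adjusted p 8.6e-05), oligodendrocyte (0.60, adjusted p 1.1e-04), OPC (0.22, adjusted p 0.0111) and microglia (0.35, adjusted p 0.0202) were higher and endothelial (-0.58, adjusted p 2.4e-04, 2 members adjusted over the list alone) was lower. None of these calls at 12 and 90 dpi held under fry. Interferon (0.48), neuron (0.23), p53 targets (0.03), replication stress (-0.02) and astrocyte (-0.07) were not called. Except where a count is given, the lists at both times had 0 members called over all genes and 0 adjusted over the list alone. Over time in CKO cells OPC (0.31, adjusted p 4.3e-06), MAPK output (0.34, 3.0e-04) and interferon (0.34, 0.0434) rose and endothelial fell (-0.33, 0.0014), also not under fry, with 0 members called either way. The other lists were not called (medians -0.15 to 0.20).

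In tumours against WT the proliferation list rose most (median log2 change 4.77, 20 of 20 genes, camera adjusted p 1.6e-14), followed by interferon (4.18, 3.3e-06), microglia (2.40, 7.1e-07), OPC (1.45, 3.3e-06), replication stress (1.37, 3.1e-04) and MAPK output (1.13, 0.0320). The neuron list fell (-3.17, 12 of 12 genes, 4.1e-15), as did the oligodendrocyte list (-1.41, 0.0233), whose call was lost with genes of at least 10 CPM (0.141; over the alternatives up to 0.505). Members called over all genes and adjusted over the list alone were 20 and 20 for proliferation, 16 and 16 for interferon, 13 and 13 for microglia, 13 and 13 for OPC, 16 and 16 for replication stress, 9 and 9 for MAPK output, 11 and 11 for neuron, and 8 and 9 for oligodendrocyte. Astrocyte (0.60, members 10 and 10), p53 targets (0.12, 7 and 5) and endothelial (-0.02, 2 and 1) were not called. The endothelial median was 0.14 under RLE size factors. Members at the extremes were Ccnb1 (8.46) and Ube2c (7.18) for proliferation and Rbfox3 (-5.46) and Camk2a (-5.29) for neurons, while in the MAPK list Ccnd1 rose (4.61) and Egr1 fell (-3.08). Against CKO at 90 dpi the medians were 4.22 for proliferation, 3.68 for interferon, 2.11 for microglia, 1.33 for OPC, 1.26 for replication stress, -3.49 for neuron (12 and 12 members) and -1.64 for oligodendrocyte, all called. MAPK output (1.18, camera adjusted p 0.140, fry 0.0071), endothelial (0.46), astrocyte (0.09) and p53 targets (0.02) were not called by camera. Median and test differed in sign in 6 of the 66 tests, of which 0 were called: OPC and neuron at 12 dpi, p53 targets at 90 dpi and in both tumour comparisons, and proliferation in the 10-cell sets. No list median in bulk cells rested on a gene at 0 in a whole group (0 of 55 medians).

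In the small libraries the question was what changes from 12 to 90 dpi, with the sum over a set (time, sex and set number; 4 sets per time) as the replicate. With edgeR 0 of 14500 genes passed in the 10-cell sets (1034 unadjusted) and 0 of 13408 in the pool-and-split sets (1050 unadjusted). DESeq2, the alternative that moved these counts most, gave 273 and 523 genes. A simulated log2 change of 2 was recovered for 0% of the changed genes at this size, one of 4 for 9.79% and one of 6 for 92.1%, so that most changes of 4 or less were not detectable with 4 sets per time and this spread (biological coefficient of variation 0.955, against 0.418 in the bulk fit). Nf1 was at 39.2 ± 72.8 CPM at 12 dpi and 11.9 ± 10.5 at 90 dpi in 10-cell sets (SD, n = 4 each; log2 change -0.67, SE 1.58) and at 61.1 ± 118 and 4.87 ± 4.39 in pool-and-split sets (SD, n = 4 each; -1.84, SE 2.18). Trp53 was at 10.3 ± 8.58 and 7.98 ± 4.43 (SD, n = 4 each; -0.36) and at 1.20 ± 0.638 and 6.61 ± 7.57 (SD, n = 4 each; 1.84). Neither was called. The oligodendrocyte list was higher at 90 dpi in the 10-cell sets (median log2 change 1.93, 13 of 13 genes, camera adjusted p 1.4e-13, fry 0.0270, 0 members over all genes and 5 adjusted over the list alone), with Aspa (4.10) and Ermn (3.96) at the top. The microglia list was higher (0.97, camera adjusted p 4.1e-04) and the neuron list lower (-0.84, 0.0053, 3 members adjusted over the list alone), neither of them under fry. Proliferation (-0.63, mean -0.03), interferon (-0.62), MAPK output (0.51), endothelial (-0.49), replication stress (0.26), astrocyte (0.25), p53 targets (-0.06) and OPC (0.00) were not called. The names of the small libraries are numbered separately for 12 and 90 dpi, so time point and any batch of preparation are not separated here.

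Cell-to-cell heterogeneity was addressed by comparing the spread among 10-cell libraries with that among pool-and-split libraries of the same set. Per set, the median over 8839 genes of the log2 ratio of the SDs was 0.117 ± 0.0461 at 12 dpi (SD, n = 4 sets) and -0.101 ± 0.0710 at 90 dpi (SD, n = 4 sets). The difference of -0.22 had an exact permutation p of 0.0286, the smallest that 70 assignments can give, and every 12 dpi set lay above every 90 dpi set. Restricting to genes detected in 0.9 of the libraries moved it most, to -0.48 (2256 genes), with the same p. As a median of the deviations per set, the difference between the times was -0.22 (exact permutation p 0.0286), and -0.0826 with a pseudocount of 5 (p 0.0286). With genes detected in 0.1 of the libraries it was -0.0422 (p 0.143), so the shift was not seen once genes detected in few libraries were included.

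**Figure D3:**
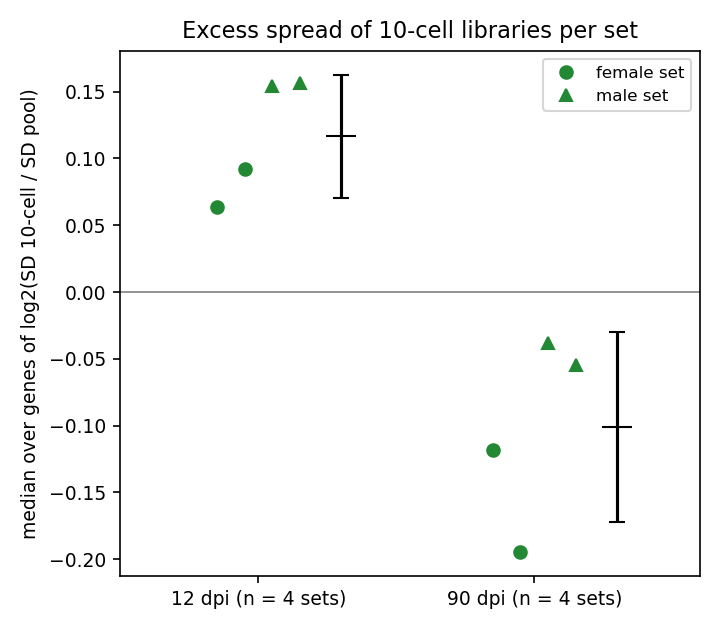
Median over genes of the log2 ratio of the SD among 10-cell libraries to that among pool-and-split libraries (y axis) for each set (points, circles for female and triangles for male) at 12 and 90 dpi (x axis), with mean and SD (bars, n = 4 sets each). The 12 dpi sets lie between 0.0639 and 0.156, and the 90 dpi sets between -0.194 and -0.0381.

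Gene by gene, limma on absolute deviations found 2 of 7926 genes with a larger spread in 10-cell libraries at 12 dpi and 0 with a smaller one (748 unadjusted, 663 larger and 85 smaller), with a median difference of 0.16 over all genes. Among them was Ptgds (ENSMUSG00000015090, chromosome 2, 25466709 to 25470046; difference 2.24, SE 0.40, adjusted p 0.0010), with a larger SD in 4 of 4 sets. Deviations from the mean in place of the median moved this count most, to 300 (265 larger and 35 smaller). With a pseudocount of 5 it was 0. At 90 dpi 62 of 9704 genes passed, 26 larger and 36 smaller (1323 unadjusted), with a median difference of -0.06. Of the 26, 19 had a larger SD in every set, led by Ptgds (1.92, SE 0.43, adjusted p 0.0142), Tmem165 (ENSMUSG00000029234, chromosome 5, 76183880 to 76209245; 1.46, 0.0034), Id1 (ENSMUSG00000042745, chromosome 2, 152736251 to 152737410; 1.46, 0.0133), Eef1akmt2 (ENSMUSG00000030960, chromosome 7, 132827457 to 132852673; 1.46, 0.0133), Dcbld1 (ENSMUSG00000019891, chromosome 10, 52233619 to 52321378; 1.44, 0.0133) and Jagn1 (ENSMUSG00000051256, chromosome 6, 113442569 to 113448229; 1.41, 0.0284). With the number of genes detected as a covariate 2 genes passed at 90 dpi, and after thinning to 2.5 M counts 6. Mean level differed too: 25 of the 26 and 34 of the 36 were higher in 10-cell than in pool-and-split libraries. Only 1 gene, Ptgds, was larger at both times among 7859 tested at both. Its call by limma was lost at 90 dpi after thinning (adjusted p 0.0952) and at 12 dpi with a pseudocount of 5 (0.0913).

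The excess spread itself differed between the times for 43 of 8889 genes, 2 larger and 41 smaller at 90 dpi (1283 unadjusted). The larger ones were P2ry12 (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871; 1.90, adjusted p 0.0373) and Cpox (ENSMUSG00000022742, chromosome 16, 58670208 to 58680391; 1.23, 0.0312). The most reduced were Hbb-bt (ENSMUSG00000073940, chromosome 7, 103812524 to 103813996; -3.54, 0.0116), Gde1 (ENSMUSG00000033917, chromosome 7, 118688545 to 118705778; -2.73, 0.0065) and Tomm5 (ENSMUSG00000078713, chromosome 4, 45105208 to 45108114; -2.56, 0.0065). No call was left with genes detected as a covariate or after thinning (0 genes each). The adjusted p of these genes take each library as a unit, so they do not cover the spread between the sets of a time. No gene was called for a difference of the excess between the sexes by limma (0 genes at 12 and 0 at 90 dpi, 390 and 487 unadjusted, smallest adjusted p 0.680 and 0.116). Deviations from the mean in place of the median gave 75 genes at 12 dpi and 44 at 90 dpi.

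Library quality was compared between the kinds of small library by genes detected. At 12 dpi 10-cell libraries had 7743 ± 2428 genes (SD, n = 56) and pool-and-split libraries 8493 ± 1444 (SD, n = 40), a difference of -749.9 that a two-sided permutation test within sets did not separate (p 0.0793). At 90 dpi they had 10030 ± 1594 (SD, n = 56) and 8893 ± 1350 (SD, n = 40), a difference of 1137 (p 0.00026; 814, p 0.0081, after thinning). The 10-cell libraries had more genes in 1 of 4 sets at 12 dpi and in 4 of 4 at 90 dpi, and the change of the difference between the times, 1887 genes, had an exact permutation p of 0.0571. In the names of the 90 dpi libraries, pool-and-split libraries carry the numbers 1 to 40 and 10-cell libraries 41 to 96, whereas at 12 dpi the kinds are mixed (3 to 89 and 1 to 96). A batch that follows these numbers is not separated from the kind of library at 90 dpi. The median share of spike-in counts was 2.66% in 10-cell and 4.38% in pool-and-split libraries. It was lower in 10-cell libraries in females at 12 dpi (2.96% against 4.33%) and at 90 dpi in females (1.98% against 3.38%) and males (2.79% against 4.92%), and higher in males at 12 dpi (3.36% against 1.94%).

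The spread of the fixed lists was ranked against 10000 random lists matched on mean expression. At 12 dpi the oligodendrocyte (99.5), MAPK output (98.5) and neuron lists (97.6) ranked highest, followed by interferon (81.2), astrocyte (63.6), endothelial (51.3), p53 targets (45.3), replication stress (43.7), microglia (43.6), OPC (35.6) and proliferation (6.31). At 90 dpi the percentiles were 100 for oligodendrocyte, 99.1 for neuron, 97.9 for p53 targets, 97.3 for microglia, 97.3 for endothelial, 93.4 for OPC, 92.5 for interferon, 86.8 for MAPK output, 40.7 for replication stress, 40.2 for proliferation and 23.8 for astrocyte. Between 3 and 16 members of a list were detected often enough to be ranked, and the percentiles carry no correction for the 22 ranks.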

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

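Of the tests in this part, those relating far low values to depth, including the lines at 5 expected and 0 seen counts, and the medians of deviations per set were chosen only after the result was seen.

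Far samples were sought in 96 groups of values (named genes, genes detected and set means), each of 4 to 7 animals or sets, and found in 11. Chance flags about 1 in 20 groups, so several are expected without any cause. Animal WT_21167 at 90 dpi was the farthest low sample for genes detected (10669), for Trp53 (log2 CPM 3.27, count 1 against a median of 430.5 in the other animals), for Trdn (3.27, count 1 against 679) and for Tuba1c (-2.73, count 0 against 424.5). Other far low values were Trp53 in WT_21592 at 150 dpi (3.52, count 20 against 92), Tuba1c in CKO_21725 at 12 dpi (-2.73, count 0 against 35), Gm4735 in tumour Tumor_21256 (-2.73, count 0 against 842.5), Col2a1 in CKO_22149 at 90 dpi (-2.73, count 0 against 17.5) and Gm8822 in WT_22056 at 12 dpi (3.25, count 96 against 51.5). Far high values were Gm5436 in CKO_22212 at 90 dpi (-2.45, count 1 where the others had 0) and Gm4735 in WT_22255 at 90 dpi (-1.98, count 2 where the others had a median of 0). Of the 6 animals with a far low value, 4 were the shallowest of their group, where 0.995 are expected (share of random draws with as many, 0.009). The count that depth predicts, from the median CPM of the other animals, was set against the count seen. For Gm4735 in Tumor_21256 it was 127.2 (0 seen), for Gm8822 in WT_22056 162.4 (96 seen) and for Trp53 in WT_21592 50.1 (20 seen). Each of the 8 far low values was picked as the lowest of its group, so the negative binomial p was computed for the lowest animal of a group, with the common biological coefficient of variation of 0.418. For Gm4735 it was 1.1e-07, which argues against depth alone for this value, although the spread of Gm4735 itself may be wider. For Trp53 in WT_21592 it was 0.298 and for Gm8822 0.593. Depth and a lower level cannot be told apart for these 2, because their counts lie within that spread. For the 5 other values at most 4.62 counts were expected (negative binomial p 0.266 to 0.824), among them Col2a1 in CKO_22149 with 3.65. Depth as their source cannot be told apart from a lower level, because so few counts are expected. Gm4735, Tuba1c and Gm8822 also share sequence with near-identical copies. The far high values rest on counts of 1 and 2. No biological explanation was tested for single animals. Depth of WT_21167 does not carry the comparison at 90 dpi as a whole, since without this animal 7 genes were called in place of 8.

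The effect of genotype differed between 90 and 150 dpi, by the interaction term, for 4904 genes. Chance can be excluded: 1 of 100 splits, the real one, gave as many genes. Under RLE size factors the count was 5117, with 57.3% of genes up in place of 47.2%, so the balance of directions rests on the scaling. At 150 dpi the CKO samples are tumours and at 90 dpi they are not, and each time point has its own animals. Tumour growth, age and any difference in library preparation between the times, or between tumours and the other groups, stay open.

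The excess spread of 10-cell over pool-and-split libraries differed between 12 and 90 dpi, by the interaction term for 43 genes and by the set medians (-0.218). Chance can be excluded for the count, as 1 of 35 splits of the sets, the real one, gave as many genes. Library quality would predict that the median difference by time moves to near 0 with genes detected as a covariate. It was -0.16 in place of -0.21. A linear covariate cannot remove spread that comes from libraries of uneven quality, so quality as the source stays open. The SD of the spike-in share was larger in 10-cell than in pool-and-split libraries at 12 dpi (females 6.02% against 2.28%, males 5.00% against 2.99%). At 90 dpi it was smaller (females 1.62% against 6.64%, males 2.03% against 5.49%). Depth would predict that the median difference moves to near 0 after thinning. It was -0.21, which argues against depth as the whole source. As a median of the deviations per set the difference was -0.157 with the covariate and -0.212 after thinning, each with every 12 dpi set above every 90 dpi set (exact permutation p 0.0286, against -0.222 without either). The median difference at 90 dpi itself turned from -0.06 to 0.01 with the covariate, so part of it goes with genes detected. The single calls did depend on both: 0 of 43 were left with the covariate and 0 after thinning. The shift of the set medians could come from a smaller cell-to-cell difference at 90 dpi or from a batch of preparation. With equal technical noise in both kinds of library, a smaller cell-to-cell difference would bring the ratio towards 0 and not below it. All 90 dpi sets lay below 0 (-0.194 to -0.0381). In these genes this argues against a smaller cell-to-cell difference as the whole source. Time point coincides with any such batch, and at 90 dpi the kinds of library are also numbered apart (pool-and-split 1 to 40, 10-cell 41 to 96), so batch and group cannot be told apart. The shift depends on which genes are taken: by gene the median difference by time was -0.07 with a pseudocount of 5 and -0.03 with detection in 0.1 of libraries, where the sets no longer separated (exact permutation p 0.143).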

How the results depend on the processing

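Of the tests in this part, the fit with a robust estimate of the spread was chosen only after the result was seen. Where no reason is given, the cause was not tested.

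Tumour comparisons and the change of the genotype effect from 90 to 150 dpi kept their counts within 1.5 times under every alternative. Without single animals they ran from 6972 to 7884 (tumour against WT), 7683 to 8174 (tumour against CKO at 90 dpi) and 4349 to 5379. The smaller counts moved. DESeq2 called 13 genes at 12 dpi (8 higher), 18 at 90 dpi (12 higher), 2 in CKO over time, 9 in WT over time and 6 for genotype by time from 12 to 90 dpi, and it kept 3 of 3 called genes at 12 dpi, 7 of 8 at 90 dpi and 1 of 1 in WT over time. A mean of at least 10 CPM gave 1 and 4 genes at 12 and 90 dpi, as fewer genes were tested. The compared groups alone gave 92 genes at 12 dpi, 1 in CKO over time and 295 in WT over time (80 higher, 0 shared with the call above). No filter gave 1 gene for genotype by time from 12 to 90 dpi, and the robust spread gave 0 in WT over time.

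Leaving out single animals gave 2 to 6 genes at 12 dpi (6 without WT_22056, 5 without CKO_22210), 4 to 9 at 90 dpi (4 without WT_22255, 5 without WT_22184), 0 to 1 in CKO over time (1 without Tumor_16840), 0 to 1 in WT over time (0 in 31 of 37 fits) and 0 to 1 for genotype by time (1 without WT_22178, WT_22180, WT_22280 or WT_22281). Among named genes, Gm5436 (adjusted p 0.0135 to 0.196) lost its call without any of 21 animals. Irx2 (0.0115 to 0.223) lost it without WT_22184, WT_22185, WT_22254 or WT_22255, Atp13a5 (0.0027 to 0.177) without CKO_22146, WT_22184 or WT_22255, Gm4735 (1.3e-05 to 0.0562) without WT_22255, and Gm9008 at 12 dpi (0.0056 to 0.0961) without WT_22056, WT_22178, WT_22180 or WT_22280. Nf1 gained its call at 12 dpi (0.0161 to 0.356) and 90 dpi (0.0055 to 0.520) without CKO_20647 or Tumor_16839. Trp53 in genotype by time from 90 to 150 dpi was called without Tumor_21256 (0.0432). Eno1b in WT over time (0.00837 to 1) lost its call without any of 31 animals.

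For single genes the deepest library turned Nf1 to -0.0793 in CKO over time and to -0.0470 for genotype by time from 12 to 90 dpi, neither called. Among tests of lists not called, the direction of the test turned with a mean of at least 10 CPM for astrocyte at 12 dpi (median 0.0028), p53 targets at 90 dpi (0.0545), in tumours (-0.0540) and in 10-cell sets (0.0589), endothelial in tumours (0.22) and replication stress in 10-cell sets (-0.32), and under fry for p53 targets at 90 dpi (0.0288) and in 10-cell sets (-0.0642). List calls fell from 32 to 17 under fry and to 2 with an estimated correlation, which assumes more shared variation between genes. Over all single results the calls lost were 30 with an estimated correlation, 16 under fry, 10 with genes detected as a covariate, 9 after thinning, 5 each with a pseudocount of 0.1 and with camera at a mean of at least 10 CPM, and at most 2 in other settings. Calls gained were 3 under DESeq2, 2 with the deepest library, and 1 each in the compared groups alone, fry and camera at a mean of at least 10 CPM.

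In the small libraries DESeq2 gave 273 (10-cell) and 523 genes (pool-and-split), and each library as a replicate gave 251 and 239. No filter and a mean of at least 10 CPM each gave 1 gene in pool-and-split sets. Leaving out a set gave 0 to 0 in both. After the mean of each time was subtracted, sets of 1 sex and number at 12 and 90 dpi correlated across genes at -0.04 to 0.02. The 10-cell and pool-and-split sets of 1 time, sex and number did so at only 0.0167 to 0.132. Such correlations therefore cannot tell whether the numbers pair sets across the times. With sex and number as a replicate block 0 genes passed in both, and Nf1 became 1.16 and Trp53 0.0759 in 10-cell sets and Nf1 0.18 in pool-and-split sets.

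Excess spread per set kept its direction and p under both alternatives and ran from -0.24 to -0.19 without single sets. Calls of spread depended on the setting. Ptgds at 12 dpi (adjusted p 4.7e-06 to 0.0913) lost its call with a pseudocount of 5. Deviations from the mean gave 300 genes at 12 dpi, 667 at 90 dpi, 823 by time, and 75 and 44 by sex at 12 and 90 dpi. A pseudocount of 0.1 gave 11 genes at 12 dpi and 112 by time, and 5 gave 0 at 12 dpi and 1 by sex at 90 dpi. Detection in 0.9 of libraries gave 6 at 12 dpi and 150 by time. Genes detected as a covariate gave 2 at 90 dpi and 0 by time, and thinning 6 and 0. Without single sets the counts ran from 0 to 4 at 12 dpi (4 without female 1, 0 without female 2, 1 without male 2), from 19 to 38 at 90 dpi (36 and 19 without female 1 and 2, 23 and 38 without male 1 and 2), from 4 to 86 by time (86, 18 and 4 without female 1, male 1 and male 2 of 12 dpi, and 12, 12, 15 and 14 without female 1, female 2, male 1 and male 2 of 90 dpi), from 0 to 2 by sex at 12 dpi (2 without female 2, 1 without male 1) and 0 to 0 at 90 dpi. Genes detected kept direction and side of the threshold under both alternatives. Pseudocounts do not apply to the bulk counts.

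Depth was not varied in the 10-cell comparison over time, so depth and the number of sets cannot be told apart as its limit. DESeq2 called 273 genes with the same sets, so the count of 0 also rests on the test used. The simulation had 4 sets per time and their spread (biological coefficient of variation 0.955, against 0.418 in bulk animals). There 0% of simulated log2 changes of 2 were recovered (pool-and-split sets were not simulated). In bulk animals at 12 dpi 92.9% were recovered at this change, and smaller changes were not simulated.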

Other observations

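The tests of Nf1 against Trp53 (other cells, a wrong label), of neurons alone as the source of neuron markers, of marker lists among genes with excess spread at 12 dpi, and of the proliferation list in WT cells and over genotype were chosen only after the result was seen. In the tests of copies, of the 12 and 90 dpi fits of the compared groups alone, and of level against spread, the pattern was divided into parts after its values were seen.

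Of the 8 genes called between CKO and WT at 12 or 90 dpi, 5 have a near-identical copy, where 1.04 are expected among tested genes of the same mean (0.0013 of random draws had as many), and 2209 tested genes (13.6%) have one. Tuba1c has 9 copies, among them Tuba1a and Tuba1b. Eno1b and Gm4735 share sequence with Eno1, Gm9008 with Rnf26 and Gm8822 with Actr3. Reads shared between copies may therefore lie behind some of these calls. Summing counts over the copies does not test this, as the called gene holds at most 17.8% of the summed count (1.37% for Tuba1c), and any change of it nearly vanishes in the sum. A sequence difference between animals, which would move reads from 1 copy to another, is a candidate explanation as well. It predicts an excess of genes near Trp53 and Nf1 on chromosome 11. Of 93 genes with the same sign and unadjusted p under 0.05 at both times, 10 are on chromosome 11 (0.803% of its genes against 0.550% of the others, Fisher p 0.239), and 0 called genes are on it. A strain variant cannot be told apart from the genotype effect here, since few genes are called and such variants need not lie on chromosome 11. For the 3 called genes without a copy at this identity (Irx2, Atp13a5 and Gm5436) shared reads cannot be told apart from a change either: Gm5436 shares 194 bases at 96.4% identity with Atp5o, 30.2% of its transcript, and shorter stretches were not searched.

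The genes with copies were present in some animals and absent in others of 1 group. Eno1b ran from 41.2 to 90.2 CPM in CKO animals at 12 dpi, from 29.4 to 155 CPM at 90 dpi, from 33.7 to 90.7 CPM in tumours and from 31.7 to 125 CPM in WT at 150 dpi. It was at 0 in all WT animals at 90 dpi and in 3 of 5 at 12 dpi. Tuba1c was under 5 CPM in all CKO animals at 12 and 90 dpi, from 26.0 to 104 CPM in tumours, from 14.5 to 22.0 CPM in WT at 12 dpi, and at or above 5 CPM in 3 of 6 WT animals at 150 dpi. Gm8822 was at or above 5 CPM in 5 of 5 WT animals at 12 dpi, 5 of 5 at 90 dpi and 3 of 6 at 150 dpi, and in 0 CKO animals and tumours. Rps2-ps13 was at 0 in 3 of 5 WT animals at 12 dpi, 3 of 5 at 90 dpi, 1 of 7 CKO animals at 90 dpi and 2 of 7 tumours.

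Nf1 was lower in CKO cells and Trp53 was not. If RNA from other cells hid the loss of Trp53, it might be expected to hide that of Nf1 alike, provided that the other cells express both in the proportion of OPCs, which was not measured. The difference of both genes on the log2 scale was lower in CKO animals at 12 dpi (-0.70, exact permutation p 0.0051), but this largely restates that Nf1 was lower and Trp53 was not. RNA from other cells and exons left in a shortened transcript cannot be told apart by gene counts. Of the 14 CKO animals at 12 and 90 dpi, 1 was at or above the lowest WT animal of its time for Nf1 (CKO_20647 at 90 dpi, 302 CPM), and without it Nf1 was called at both times. A mislabelled sample, a WT animal under a CKO label, would show the WT level of the 3 genes called at 12 dpi. CKO_20647 lay beyond every one of the 16 WT animals for 1 of them, Gm9008 (1.90 CPM against at most 0.608). For Gm8822 (0.489 CPM, WT animals 0 to 19.1) and Tuba1c (3.85 CPM, WT animals 0 to 28.0) it lay within the range of WT animals. Against the WT animals of 90 dpi alone, Gm8822 (9.48 to 19.1 CPM) also separated it, with Gm9008 (at most 0.207 CPM), and Tuba1c did not. Eno1b was at least 29.4 CPM in every CKO animal at 90 dpi and 0 in WT, although it was called with this animal included. These values argue against a WT animal of 90 dpi under a CKO label. A WT animal of another time and incomplete deletion cannot be told apart here. Only 1 gene of low level separates CKO_20647 from all WT animals.

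Few genes differ between CKO and WT cells at 12 and 90 dpi in the fit of all 37 animals. Chance can be excluded as the source of these calls at 12 dpi (1 of 100 splits, the real one, gave as many) and at 90 dpi (1 of 100 splits). At 12 dpi a fit of the compared groups alone gave 92 genes, so the spread shared with the tumours may hide differences at this time. At 90 dpi a fit of that form gave 8 (5 higher and 3 lower), 6 of them among the 8 of the fit of all animals. Whether the shared spread hides differences at 90 dpi cannot be told apart from a lack of such differences, because a fit with fewer animals can also call fewer genes. The 92 genes were not compared with other splits.

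Neuron markers fell in tumours. A scaling difference would move the list to 0 under another scaling, and its median was -3.02 under RLE size factors, which argues against it. Fewer other cells around the tumour cells would lower the markers of all surrounding types alike. The lists moved apart instead: microglia rose by a median of 2.40 (14 of 14 genes higher), astrocyte by 0.60, endothelial stayed at -0.02 and oligodendrocyte fell by 1.41. The neuron minus astrocyte difference of list means was -3.99 (exact permutation p 0.00058, the smallest that 1716 assignments can give). This argues against RNA from all surrounding types falling alike. RNA from neurons alone, or fewer neurons with more microglia beside the captured cells, cannot be told apart from a change in the captured cells: 12 of 12 neuron genes were lower, and the same genes would fall either way.

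The hypothesis that CKO cells move towards the tumour profile before a tumour is seen was tested with the mean over 7556 genes called between tumour and WT, signed by direction. At 90 dpi CKO animals scored 0.154 ± 0.0573 (SD, n = 7) and WT animals 0.0529 ± 0.158 (SD, n = 5; exact permutation p 0.0922, adjusted 0.184 over 2 tests; p 0.321 without WT_21167). At 12 dpi they scored 0.186 ± 0.0905 (SD, n = 7) and 0.17997 ± 0.0457 (SD, n = 5; exact permutation p 0.890). Tumours scored 1.63 ± 0.193 (SD, n = 7), with genes chosen on these animals. A shift and its absence cannot be told apart with these numbers of animals. The change from 12 to 90 dpi correlated at 0.03 between 10-cell sets and bulk CKO animals across 13802 genes, which are not independent replicates, within the -0.06 to 0.06 of 1000 splits of the bulk animals (share as far from 0, 0.361). A shared change over time cannot be told apart from none.

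The proliferation list fell from 12 to 90 dpi in CKO cells. In WT cells its median was -0.48 (16 of 20 genes lower, camera adjusted p 0.00035, fry 0.403) and in the genotype by time contrast -0.18 (camera adjusted p 0.123, fry 0.637). List means in log2 CPM were 2.83 ± 0.216 in CKO at 12 dpi (SD, n = 7), 1.95 ± 0.687 at 90 dpi (SD, n = 7), 1.95 ± 0.319 in WT at 12 dpi (SD, n = 5), 1.14 ± 0.732 at 90 dpi (SD, n = 5), 1.17 ± 0.427 at 150 dpi (SD, n = 6) and 5.75 ± 1.01 in tumours (SD, n = 7). A fall shared by both genotypes and a fall of CKO cells alone cannot be told apart, because camera and fry part ways on the first and neither calls the second.

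Among genes with excess spread at 12 dpi was Ptgds, and the oligodendrocyte list ranked at the 99.5 percentile for excess spread. If RNA from other cells caught with some 10-cell samples were the source, the lists of other types might rank high too. The neuron list did (97.6), and the endothelial (51.3), astrocyte (63.6) and microglia lists (43.6) did not. At 90 dpi the neuron (99.07), microglia (97.31) and endothelial lists (97.25) ranked high and the astrocyte list (23.82) did not. Carry-over from oligodendrocytes and neurons, or OPCs that differ in maturation, stays open, so RNA from other cells cannot be told apart from a difference between OPCs. At 90 dpi a difference in mean level between the kinds of library could account for the calls of spread in both directions: the 26 genes with a larger spread had a median level 1.75 higher in 10-cell libraries (log2; 0.35 for random genes of the same level, percentile 100) and the 36 with a smaller spread 1.26 higher (0.30, percentile 100). Among the 26, Ptgds went the other way, with a mean log2 level of 8.46 in 10-cell and 10.26 in pool-and-split libraries. At 12 dpi its level was 5.24 in 10-cell and 9.73 in pool-and-split libraries. Chance can be excluded for the count at 90 dpi (1 of 100 splits, the real one, gave as many genes). At 12 dpi 3 of 100 splits gave as many genes, a share under 0.05, but 2 of them were not the real one and 0 genes were left without female 2, so the count of 2 is weak evidence.

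Within sets, the log2 share of spike-in counts and the number of genes detected had a Pearson r of -0.59 and a Spearman rho of -0.65 over 192 libraries in 16 sets (permutation p 1e-05 for each, the smallest that 100000 resamples can give, and adjusted 1e-05, for 1 relation). The pooled r was -0.54, r without the 2 farthest libraries -0.61, and 15 of 16 sets were negative (-0.98 to 0.77). This is consistent with libraries that hold less RNA giving fewer genes.

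Chance can be excluded for the calls between tumour and WT and between tumour and CKO at 90 dpi (1 of 100 splits each, the real one). It cannot be excluded for the 1 gene called in WT over time (29 of 100 splits gave as many). Where 0 genes were called, every split gives as many whatever the data, so the splits test nothing there. This holds for CKO over time and genotype by time from 12 to 90 dpi (100 of 100 splits), for the 10-cell and the pool-and-split sets over time (35 of 35 splits) and for spread by sex at 12 and at 90 dpi (3 of 3 splits).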
